A study of Homo sapiens with 36 samples. Its data were reported in "Transcriptome-wide profiles of circular RNA and RNA-binding protein interactions reveal effects on circular RNA biogenesis and cancer pathway expression" (2020).

How the data were processed

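The study set siRNA knockdowns of circCDYL (HepG2, J82 and UMUC3) and of GRWD1, IGF2BP1 and IGF2BP2 (J82 and UMUC3) against scramble siRNA, with 3' mRNA libraries in triplicate. According to the submitters' processing notes, libraries were demultiplexed with bcl2fastq 2.20.0.422, trimmed with Trim Galore 0.4.1, aligned to hg19 with TopHat2 (version not given) and Bowtie2 2.1.1, counted with HTSeq 0.6.1p1 and normalized with DESeq2 (version not given). The study's methods name a version of TopHat2 and give other versions of Bowtie2 and HTSeq than the notes. The strand setting of HTSeq was not given in the sources used here, so values of genes overlapping on opposite strands are uncertain. The values deposited by the authors are signal: HTSeq counts divided by DESeq2 size factors, with 1 table per comparison, each normalized separately. Dividing each column by its own unit returned whole numbers for 100% of values within a tolerance of 0.001, so read counts were recovered exactly. Tables held 22329 to 24073 gene rows. Rows for reads outside genes were taken out before testing and made up 13.8% to 21.4% of reads (no feature), 1.37% to 2.19% (ambiguous) and 9.82% to 12.1% (not unique) per library.

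The design fixed before the data were examined assumed raw counts or DESeq2 result tables. Because normalized values were deposited instead, the test was set after the files were seen: limma 3.58.1 (moderated statistics with a mean trend) on log2(normalized count + 1), for genes with a mean normalized count of at least 10. Genes were called at a Benjamini-Hochberg adjusted p below 0.1, the study's own threshold, and "rose" and "fell" are used only for calls. On recovered reads edgeR 4.0.16 (quasi-likelihood) called 3153, 3950, 3236, 4101, 2431, 5328, 4554, 5780 and 3947 genes and DESeq2 1.42.0 called 2246, 3017, 2624, 2721, 2019, 4093, 3748, 4258 and 3229, in the order circCDYL (HepG2, J82, UMUC3), GRWD1, IGF2BP1 and IGF2BP2 (J82 then UMUC3 each). Other work used R 4.3.3, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

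In a self-test, counts were simulated with the dispersions of each comparison and 200 genes were changed by 1.5, 2 or 4-fold. Recovery of 1.5-fold changes was 59.7, 32.8, 26.9, 80.6, 31.3, 73.1, 43.3, 70.1 and 26.9%, in the same order of comparisons. Recovery of 2-fold changes was 85.1, 91.0, 77.6, 89.6, 89.6, 88.1, 76.1, 85.1 and 73.1%, and of 4-fold changes 97.0 to 100%. False calls made up 5.85, 11.9, 9.33, 13.5, 10.4, 7.45, 10.6, 11.9 and 13.6% of calls.

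The 23 gene lists were fixed before the data were examined: DNA replication and E2F targets, G2/M and mitosis, ribosome biogenesis and MYC targets, cytosolic ribosomal proteins, p53 targets, ERK/MAPK response, interferon response, NF-kB and cytokines, MHC class I presentation, cholesterol synthesis, ATF4 and amino acid response, ER chaperones, hypoxia and glycolysis, oxidative phosphorylation, extracellular matrix genes, lysosome, NRF2 and oxidative stress, metallothioneins, IGF2BP target mRNAs, oncogenes, hepatocyte genes, urothelial genes, and leukocyte, erythroid and endothelial markers. They were written from general knowledge, not from a database, and members were matched by symbol with older symbols as alternatives. Gene IDs matched the annotation for 96.9% to 97.1% of rows and 98.29% to 98.44% of tested genes. Lists with at least 5 tested members were tested with the competitive test of limma on moderated t with a preset correlation of 0.01 (adjusted over 190 list and comparison pairs) and again with an estimated correlation.

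Named genes followed a rule set before the data were examined: CDYL, GRWD1, IGF2BP1, IGF2BP2, IGF2BP3, TP53, MYC and PLA2G2A (tested in HepG2 alone), the 7 largest rises and 7 largest falls with a mean of at least 50, and up to 3 members of each passing list. Differences between lines were tested by interaction over 12 libraries. Overlaps used Fisher's exact test, and the expected number is n1 × n2/N. For comparisons sharing scramble libraries, covariances were simulated 20 times for unchanged groups. 3' UTR words of 7 bases were tested for genes with a mean of at least 50 and a 3' UTR of at least 50 bases, by the slope of log2 fold change on presence of the word beside log length and GC, among words found in at least 20 genes. 3' UTRs and GRCh37 coordinates came from GENCODE v44lift37, whereas the authors used GENCODE v19.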

Results

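HepG2 scramble libraries carried liver transcripts that J82 and UMUC3 scramble libraries carried only weakly. APOA2, which encodes an apolipoprotein, averaged 30800 in HepG2 scramble libraries, 28.2 in J82 and 45.1 in UMUC3 (n = 3 libraries each). Of 37 hepatocyte genes, 34 reached a mean of 10 in HepG2, 6 in J82 and 5 in UMUC3. KRT7, a simple-epithelium keratin, averaged 4230 in J82, and KRT18 averaged 929 in UMUC3 and 2820 in HepG2. Of 24 urothelial and epithelial genes, 9, 6 and 7 reached a mean of 10 in HepG2, J82 and UMUC3. Of 14 leukocyte, erythroid and endothelial markers, 1 did so in HepG2 (LYZ, 7910), 0 in J82 and 1 in UMUC3 (LYZ, 13.0), so this list had at most 2 tested members and no test. Both tested in HepG2 rose with the circCDYL siRNA (mean log2 fold change 1.34). The 9 tables were normalized separately, so these levels are compared only roughly.

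The 36 libraries formed 12 groups of 3, and each of 9 comparisons set 3 knockdown libraries against 3 scramble libraries of the same line. Depth ran from 4233235 to 9986744 gene reads per library. Values below are mean ± SD of normalized counts with n = 3 per group, first scramble and then knockdown, and bare numbers in parentheses after gene symbols are log2 fold changes. Gene p-values measure only the spread between these samples, biological triplicates in the study's methods (separate passages not stated). List and Fisher's p-values treat genes as the units. A gene list was called at adjusted p below 0.1 with a preset correlation between genes. With the real groups 74 of 190 list tests passed, and in other library splits 46 at the median and up to 54. With a correlation estimated from the data, 22 passed, and 0 in the others. Such splits keep part of the knockdown difference, also in their spread, so cannot measure chance. Both adjusted p are given for most passing lists. Counts adjusted over the list alone follow in parentheses, and most lists whose call was lost when 1 library was left out are not described.

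Whether each siRNA lowered the mRNA it was aimed at was asked of the targeted genes. GRWD1, which encodes a WD-repeat protein of ribosome assembly and histone binding, fell in J82 from 340.9 ± 34 to 36.09 ± 8.1 (log2 fold change -3.22, adjusted p = 4.38e-12), leaving 10.6%. In UMUC3 it fell from 279.8 ± 76 to 38.05 ± 9.68 (log2 fold change -2.84, adjusted p = 0.000259), leaving 13.6% (n = 3 per group). IGF2BP2, which encodes an RNA-binding protein, fell with its siRNA from 1108 ± 23 to 485.4 ± 24.1 (log2 fold change -1.19, adjusted p = 2.73e-12) in J82 and from 1668 ± 44.1 to 526.2 ± 1.43 (log2 fold change -1.66, adjusted p = 3.02e-05) in UMUC3, leaving 43.8% and 31.5%. IGF2BP1 did not pass with its own siRNA in J82 (56.66 ± 10.1 to 45.4 ± 8.03, log2 fold change -0.31, adjusted p = 0.266), where its libraries held 28 to 83 reads. In UMUC3 IGF2BP1 held 0 to 4 reads per library and was not tested, against a mean of 1063 ± 116 in HepG2 scramble libraries. Loss of IGF2BP1 mRNA was therefore not measurable in UMUC3 and not seen in J82.

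The IGF2BP1 siRNA did lower the related mRNA IGF2BP2, from 1214 ± 25.8 to 669.6 ± 61.3 (log2 fold change -0.86, adjusted p = 2.05e-07) in J82 and from 1694 ± 45 to 988.1 ± 86.9 (log2 fold change -0.78, adjusted p = 0.000902) in UMUC3 (n = 3 per group). Likewise the IGF2BP2 siRNA lowered IGF2BP3 from 286.7 ± 46.1 to 158.9 ± 12.4 (log2 fold change -0.84, adjusted p = 3.21e-06) in J82 and from 754.6 ± 56.3 to 327.3 ± 6.95 (log2 fold change -1.2, adjusted p = 0.000224) in UMUC3. With the IGF2BP1 siRNA, IGF2BP3 fell in UMUC3 (-0.36, adjusted p = 0.0326) but the call was lost without knockdown A or B (adjusted p = 0.137 and 0.125). IGF2BP3 did not pass in J82 (-0.25, adjusted p = 0.124) but did without scramble B (-0.38, adjusted p = 0.0198). The best match of the IGF2BP1 siRNA in IGF2BP2 transcripts covered 16 of 19 bases, and 14 in IGF2BP3. The best match of the IGF2BP2 siRNA in IGF2BP3 covered 15 of 19 bases. In GRCh37 coordinates the full matches in the targets lay in coding exons at chr19:48954322-48954340 (GRWD1), chr17:47115734-47115752 (IGF2BP1) and chr3:185540958-185540976 (IGF2BP2). The IGF2BP2 siRNA also matched a noncoding exon of another gene in full, at chr1:146522582-146522600.

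**Figure D1:**
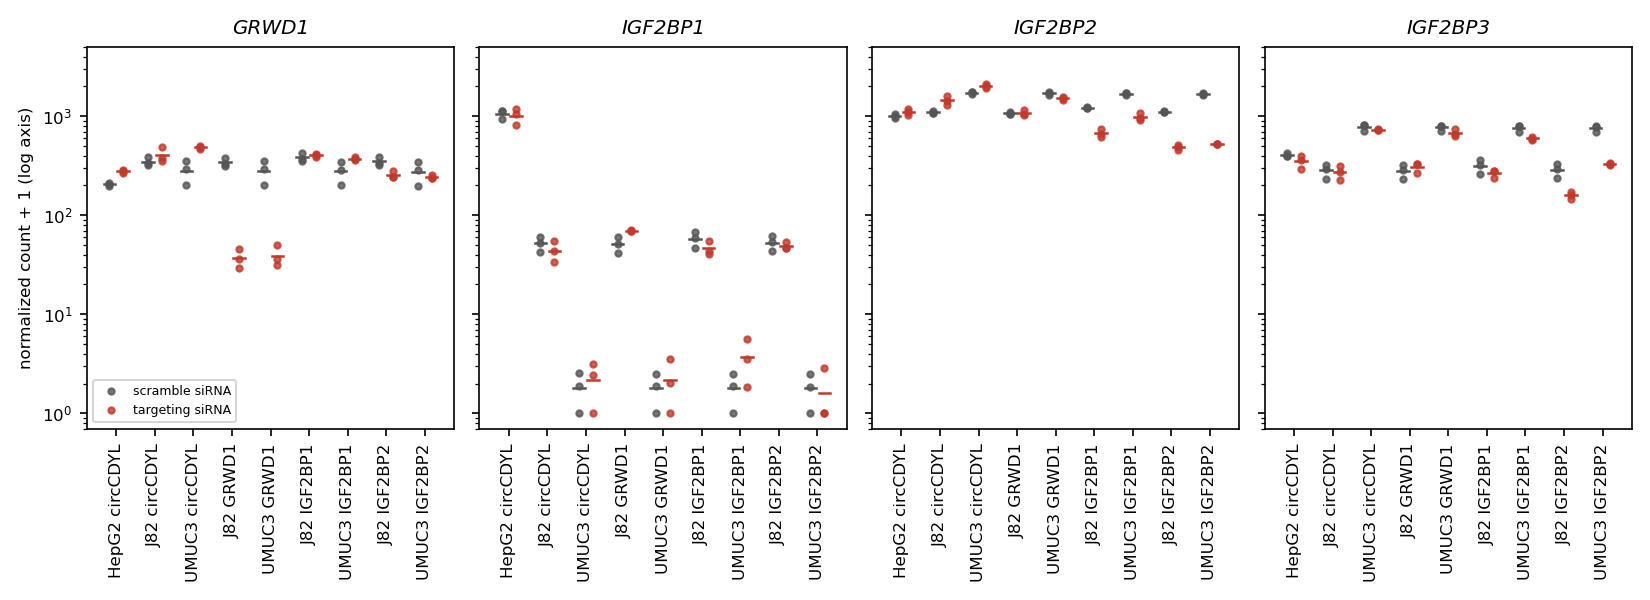
Normalized count + 1 of the targeted and related genes (vertical axis, log scale) in scramble and knockdown libraries of each comparison, 1 point per library (n = 3 per group). GRWD1 fell to 10.6% and 13.6% of scramble in J82 and UMUC3, while IGF2BP1 stayed near its scramble level with its own siRNA in J82.

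In HepG2 cells the circCDYL siRNA lowered linear CDYL mRNA from 292.7 ± 18.4 to 220.5 ± 7.74 (log2 fold change -0.41, adjusted p = 0.0181), although the 3' libraries do not measure the circle itself (n = 3 per group). This comparison asked which mRNAs changed when circCDYL was targeted in a liver line. PLA2G2A, which encodes a secreted phospholipase, rose from 126.6 ± 17.7 to 2409 ± 223 (log2 fold change 4.24, adjusted p = 4.53e-12), the largest rise among well-expressed genes. VGF rose from 24.5 ± 7.6 to 296.4 ± 70.6 (log2 fold change 3.56, adjusted p = 1.28e-07), IL11 from 59.42 ± 5.65 to 356.9 ± 47.9 (log2 fold change 2.56, adjusted p = 2.87e-08) and EGR1, an immediate-early transcription factor, from 59.23 ± 6 to 414.6 ± 142 (log2 fold change 2.72, adjusted p = 5.82e-07). Other large rises were CYP24A1 (2.95), KRTAP3-1 (2.78) and RASD1 (2.63). Hemopexin (HPX) fell most, from 212 ± 35.3 to 40.1 ± 6.02 (log2 fold change -2.37, adjusted p = 3.39e-07), followed by AKR1D1 (-2.06), GSTA1 (-2.03), SNORD13 (-1.72), ALDH6A1 (-1.46), SSBL5P (-1.43) and F7 (-1.42). GRWD1 rose (0.43, adjusted p = 0.0132), while IGF2BP1 (-0.09, adjusted p = 0.698), IGF2BP2 (0.13, adjusted p = 0.35), IGF2BP3 (-0.22, adjusted p = 0.236) and MYC (0.19, adjusted p = 0.404) did not pass. TP53 did not pass either (-0.30, adjusted p = 0.102), but did without knockdown A (adjusted p = 0.0981).

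Mitotic genes fell in HepG2: 26 of 42 G2/M genes fell and 0 rose (32 and 0 over the list alone, adjusted p = 6.42e-11, adjusted p = 0.0968 with an estimated correlation), among them HMMR from 359.2 ± 21.3 to 189.6 ± 8.14 (log2 fold change -0.92, adjusted p = 3.73e-05), CENPF (-0.76) and CENPE (-0.65). Lysosomal genes rose, where 11 of 22 members rose and 0 fell (12 and 0 over the list alone, adjusted p = 1.57e-06, adjusted p = 0.0903 with an estimated correlation), including the autophagy receptor SQSTM1 from 1195 ± 45.3 to 3685 ± 235 (log2 fold change 1.62, adjusted p = 2.79e-08), CTSB (1.21) and HEXB (0.51). Of the liver genes, 15 of 34 hepatocyte genes fell and 3 rose (17 and 4 over the list alone, adjusted p = 1.86e-08, adjusted p = 0.344 with an estimated correlation), with APOC3 (-1.33), FGB (-1.08) and HPX (-2.37) among them. Growth-factor signalling targets rose, as 17 of 22 ERK/MAPK response genes rose and 0 fell (17 and 0 over the list alone, adjusted p = 4.81e-16, adjusted p = 0.145 with an estimated correlation). Among them were IER3 (1.56), DUSP5 (2.001) and EGR1 (2.72). Among cytokine genes 6 of 14 members rose and 0 fell (7 and 0 over the list alone, adjusted p = 7.8e-07, adjusted p = 0.117 with an estimated correlation). These included CXCL8 (4.05), CSF1 (2.16) and IL11 (2.56). Oxidative stress genes rose too, where 10 of 18 NRF2 genes rose and 0 fell (11 and 0 over the list alone, adjusted p = 2.75e-06, adjusted p = 0.112 with an estimated correlation). They included SLC7A11 (1.21), FTL (1.002) and AKR1B10 (0.99). Among matrix genes 8 of 17 members rose and 1 fell (8 and 2 over the list alone, adjusted p = 1.57e-05, adjusted p = 0.253 with an estimated correlation). Examples were TIMP1 (1.87), SERPINE1 (1.83) and THBS1 (1.55). In the replication list 10 of 44 E2F genes fell and 1 rose (13 and 1 over the list alone, adjusted p = 0.00887, adjusted p = 0.387 with an estimated correlation). Among them were DHFR (-0.81), GINS1 (-0.58) and RRM1 (-0.52).

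Smaller lists also passed in HepG2. For antigen presentation, 6 of 13 MHC class I genes rose and 0 fell (6 and 0 over the list alone, adjusted p = 0.0241, adjusted p = 0.19 with an estimated correlation). These included HLA-E (0.50), B2M (0.42) and HLA-A (0.37). For epithelial genes, 5 of 9 members rose and 1 fell (6 and 2 over the list alone, adjusted p = 0.0245, adjusted p = 0.253 with an estimated correlation). They included KRT19 (1.51), CLDN4 (1.10) and ELF3 (0.79). Metallothioneins were testable only here, and 2 of 6 members rose and 0 fell (2 and 2 over the list alone, adjusted p = 0.0272, adjusted p = 0.691 with an estimated correlation), namely MT2A (1.81) and MT1E (0.52), a call lost without scramble C (adjusted p = 0.159).

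The p53 target list did not pass in HepG2 (adjusted p = 0.907), where 6 of 32 members rose, 9 fell, the median and mean log2 fold changes were negative (-0.087 and -0.054) and the list test pointed up. Interferon response genes did not pass either (4 rose and 3 fell of 25, adjusted p = 0.795). Ribosomal proteins (0.839), ribosome biogenesis (0.59), ATF4 (0.916), hypoxia (0.901), oxidative phosphorylation (0.716) and IGF2BP targets (0.476) gave no call either. In all, 3152 of 12102 tested genes changed, 1698 up and 1454 down. Knockdown A stood apart from its replicates (chi-square per degree of freedom 18.7 and 15.2 against B and C, 2.6 between B and C). Without it 3926 genes were called, 2036 up and 1890 down, 2903 of them shared with the full set, and without scramble B 1984 were called.

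Linear CDYL mRNA fell in J82 with the circCDYL siRNA from 448.1 ± 20.5 to 284 ± 48.6 (log2 fold change -0.67, adjusted p = 0.0061), and the circle itself was again not measured (n = 3 per group). The comparison asked which mRNAs changed when circCDYL was targeted in a bladder line. KRT34, a hair keratin gene, rose from 63.2 ± 5.76 to 583.9 ± 48.5 (log2 fold change 3.19, adjusted p = 7.31e-07) and the growth factor gene TGFB2 from 658.5 ± 21.2 to 2760 ± 23.1 (log2 fold change 2.07, adjusted p = 7.31e-07). Other large rises were MCAM (2.53), ATP9A (2.17), CPA4 (2.14), CAV2 (2.13) and TNFRSF9 (2.13). GLO1, which encodes glyoxalase 1, fell from 790 ± 8.97 to 159.9 ± 12.8 (log2 fold change -2.30, adjusted p = 1.04e-06), SSB from 1027 ± 81.2 to 215.1 ± 7.11 (log2 fold change -2.25, adjusted p = 1.04e-06) and the interferon-induced IFI44L from 1588 ± 270 to 352.7 ± 11.6 (log2 fold change -2.16, adjusted p = 6.14e-06). Other large falls were MAT2B (-2.49), HAND1 (-2.44), SSBL5P (-2.38) and SSBL2P (-2.17), the latter pair being SSB pseudogenes whose reads are hard to separate from those of SSB. IGF2BP2 rose (0.40, adjusted p = 0.015) and TP53 fell (-0.66, adjusted p = 0.0177). GRWD1 (0.21, adjusted p = 0.308), IGF2BP1 (-0.25, adjusted p = 0.47) and IGF2BP3 (-0.07, adjusted p = 0.793) did not pass, nor did MYC (0.19, adjusted p = 0.773) unless knockdown B was left out (0.76, adjusted p = 0.00447).

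Mitotic genes fell in J82 almost as a block: 39 of 42 G2/M genes fell and 0 rose (39 and 0 over the list alone, adjusted p = 2.22e-25, adjusted p = 0.0668 with an estimated correlation), including HMMR from 620.1 ± 89.6 to 173 ± 12.9 (log2 fold change -1.83, adjusted p = 1.82e-05), BIRC5 (-1.39) and PTTG1 (-0.95). Interferon response genes fell, as 33 of 39 members fell and 0 rose (34 and 0 over the list alone, adjusted p = 1.07e-30, adjusted p = 0.176 with an estimated correlation), including XAF1 from 1297 ± 92.5 to 364.6 ± 24.2 (log2 fold change -1.83, adjusted p = 4.8e-06), IFI44L (-2.16) and IFIT1 (-1.77). Matrix genes rose, as 15 of 28 members rose and 2 fell (18 and 3 over the list alone, adjusted p = 1.69e-06, adjusted p = 0.195 with an estimated correlation). Examples were FN1 (1.01), COL5A1 (1.07) and TIMP3 (0.72). In cholesterol synthesis 7 of 24 genes rose and 1 fell (7 and 1 over the list alone, adjusted p = 0.00523, adjusted p = 0.167 with an estimated correlation). Among them were INSIG1 (0.92), SQLE (0.79) and HMGCS1 (0.75). Among ERK/MAPK targets 8 of 23 members rose and 2 fell (10 and 2 over the list alone, adjusted p = 0.0161, adjusted p = 0.174 with an estimated correlation). These included JUN (1.15), EPHA4 (1.15) and CCND1 (0.53). Of the IGF2BP targets 9 of 21 mRNAs rose and 3 fell (9 and 3 over the list alone, adjusted p = 0.0245, adjusted p = 0.19 with an estimated correlation). They included FSCN1 (1.65), CDK6 (1.22) and CCND1 (0.53). E2F targets just missed (2 rose and 14 fell of 44, adjusted p = 0.101).

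In J82 3862 of 12625 tested genes changed with the circCDYL siRNA, 1922 up and 1940 down. Knockdown B stood apart (chi-square per degree of freedom 9.97 and 10.3 against A and C, 3.94 between A and C), and without it 4367 genes were called, 2146 up and 2221 down, 3521 of them shared with the full set. Without scramble A 2172 were called and without scramble B 2450.

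Linear CDYL mRNA did not pass in UMUC3 with the circCDYL siRNA (462.5 ± 11.1 to 412.3 ± 10.1, log2 fold change -0.17, adjusted p = 0.307, n = 3 per group), in a comparison that asked which mRNAs changed in another bladder line. VGF, a neuropeptide precursor gene, rose from 669.4 ± 74.6 to 4736 ± 36.6 (log2 fold change 2.83, adjusted p = 3.74e-06) and KRTAP2-3 from 16.63 ± 9.07 to 353.5 ± 40.4 (log2 fold change 4.51, adjusted p = 0.000315). Noncoding RNAs RN7SK (19.94 ± 2.82 to 236.6 ± 21.5, log2 fold change 3.51, adjusted p = 2.15e-05), SNORD46 (3.34) and SNORA79 (2.59) rose as well, with CXCL2 (2.67) and HRK (2.23). Noncoding RNAs are uncertain in 3' mRNA libraries. IFIT1 fell from 2529 ± 1020 to 416.5 ± 84.2 (log2 fold change -2.55, adjusted p = 0.000442), OAS1 from 572.7 ± 60.6 to 164.8 ± 14.4 (log2 fold change -1.79, adjusted p = 0.000182) and the viral RNA sensor gene RIGI from 730.4 ± 14.3 to 212 ± 5.95 (log2 fold change -1.78, adjusted p = 7.01e-05). Other large falls were HOXB7 (-2.01), IFIT2 (-1.93), ARSD (-1.89) and GLO1 (-1.83). MYC rose from 232.4 ± 124 to 611.6 ± 94.2 (log2 fold change 1.55, adjusted p = 0.0201), TP53 fell from 489.8 ± 61.7 to 242.8 ± 16.7 (log2 fold change -1.004, adjusted p = 0.00183) and GRWD1 rose from 281.8 ± 75.3 to 483.1 ± 19.4 (log2 fold change 0.81, adjusted p = 0.0175). IGF2BP3 did not pass (-0.10, adjusted p = 0.558), nor did IGF2BP2 (0.24, adjusted p = 0.124) unless scramble A was left out (0.25, adjusted p = 0.0247).

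Interferon response genes fell in UMUC3: 32 of 38 members fell and 0 rose (35 and 0 over the list alone, adjusted p = 2.18e-46, adjusted p = 0.112 with an estimated correlation). Examples were IFIT1 (-2.55), RIGI (-1.78) and STAT1 (-1.40). Replication genes rose, the opposite of HepG2, as 33 of 44 E2F genes rose and 1 fell (37 and 1 over the list alone, adjusted p = 3.79e-12, adjusted p = 0.0903 with an estimated correlation), including RRM2 from 957.1 ± 35.3 to 1578 ± 81.5 (log2 fold change 0.72, adjusted p = 0.00247), GINS4 (1.22) and ORC6 (1.21). Mitotic genes rose as well, where 19 of 42 G2/M genes rose and 2 fell (22 and 3 over the list alone, adjusted p = 0.000337, adjusted p = 0.0936 with an estimated correlation). Among them were UBE2C (0.85), NCAPH (0.77) and SGO1 (0.62). For ribosome biogenesis, 14 of 36 members rose and 1 fell (19 and 1 over the list alone, adjusted p = 2.32e-06, adjusted p = 0.0903 with an estimated correlation), including ODC1 from 1102 ± 26 to 2434 ± 145 (log2 fold change 1.14, adjusted p = 0.000315), DKC1 (0.80) and NOLC1 (0.67). For cytokine genes, 11 of 18 members rose and 1 fell (11 and 2 over the list alone, adjusted p = 5.72e-08, adjusted p = 0.0903 with an estimated correlation), including BIRC3 from 580.5 ± 132 to 1867 ± 64.8 (log2 fold change 1.71, adjusted p = 0.000315), IL11 (1.32) and NFKBIA (0.91). For ERK/MAPK targets, 10 of 24 members rose and 0 fell (14 and 0 over the list alone, adjusted p = 4.84e-06, adjusted p = 0.0903 with an estimated correlation). These included EREG (1.68), IER2 (0.91) and JUN (0.73). Of the oncogenes 11 of 52 members rose and 2 fell (13 and 2 over the list alone, adjusted p = 0.00514, adjusted p = 0.117 with an estimated correlation). They included BCL2 (1.52), CDK6 (1.49) and JUN (0.73). Of IGF2BP targets 7 of 19 mRNAs rose and 1 fell (8 and 1 over the list alone, adjusted p = 0.00263, adjusted p = 0.145 with an estimated correlation). Examples were CDK6 (1.49), HMGA2 (0.80) and HMGA1 (0.57).

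Antigen presentation fell in UMUC3, as 6 of 14 MHC class I genes fell and 0 rose (7 and 0 over the list alone, adjusted p = 0.014, adjusted p = 0.19 with an estimated correlation), with ERAP2 (-1.37), PSMB9 (-1.09) and HLA-E (-0.56), the last of which was not called without knockdown C (adjusted p = 0.118). In UMUC3 3115 of 12575 tested genes changed, 1613 up and 1502 down. Scramble A stood apart from the other UMUC3 scramble libraries (chi-square per degree of freedom 24.1 and 22.9 against B and C, 6.47 between B and C), which bears on all 4 UMUC3 comparisons. Without it 4531 genes were called, 2345 up and 2186 down, 3002 shared with the full set. Without knockdown A, B or C 1397, 1495 and 1459 were called.

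STMN1, which encodes a microtubule-destabilizing protein, fell with the GRWD1 siRNA in J82 from 5120 ± 128 to 674.7 ± 63.4 (log2 fold change -2.93, adjusted p = 2.92e-17) and HPRT1 from 387.4 ± 28.9 to 83.79 ± 13 (log2 fold change -2.20, adjusted p = 2.65e-11) (n = 3 per group). This comparison asked which mRNAs changed when GRWD1, a reported binding partner of the circle, was silenced. Other large falls beside GRWD1 itself were NXT2 (-2.55), FBXO33 (-2.17), ATG4A (-1.88) and JPT1 (-1.82). EIF4EBP2, which encodes a translation repressor, rose from 162.4 ± 14.1 to 524.9 ± 9.59 (log2 fold change 1.69, adjusted p = 2.74e-11), with CARNMT1 (1.76), LCLAT1 (1.66), GALNT1 (1.59), OSTM1 (1.58), ARL4C (1.57) and ZNF681 (1.55). MYC rose (0.51, adjusted p = 0.0104) and TP53 fell (-0.47, adjusted p = 0.0168), the latter not called without scramble A (adjusted p = 0.132). IGF2BP1 rose (0.47, adjusted p = 0.0562), a call lost without knockdown A, B or C or scramble B (adjusted p = 0.105, 0.118, 0.123 and 0.223). CDYL (0.13, adjusted p = 0.248), IGF2BP2 (adjusted p = 0.997) and IGF2BP3 (0.16, adjusted p = 0.344) did not pass.

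Mitotic genes fell in J82 after GRWD1 silencing: 26 of 42 G2/M genes fell and 0 rose (28 and 0 over the list alone, adjusted p = 1.22e-07, adjusted p = 0.145 with an estimated correlation), including TPX2 from 3023 ± 67.3 to 1385 ± 41.3 (log2 fold change -1.13, adjusted p = 1.75e-11), CCNB1 (-0.63) and PRC1 (-0.57). Replication genes fell too, where 19 of 43 E2F genes fell and 2 rose (20 and 2 over the list alone, adjusted p = 0.00283, adjusted p = 0.0936 with an estimated correlation). Among them were E2F1 (-0.67), RFC5 (-0.65) and FEN1 (-0.50). Among cytokine genes 16 of 23 members fell and 0 rose (17 and 2 over the list alone, adjusted p = 3.25e-05, adjusted p = 0.0903 with an estimated correlation), including ICAM1 from 93 ± 20.7 to 36.52 ± 3.49 (log2 fold change -1.31, adjusted p = 2.24e-05), CSF1 (-0.65) and TNFAIP2 (-0.64). ER chaperones rose, as 11 of 20 members rose and 0 fell (14 and 0 over the list alone, adjusted p = 0.000124, adjusted p = 0.0903 with an estimated correlation), including HSP90B1 from 3083 ± 320 to 4582 ± 92.1 (log2 fold change 0.58, adjusted p = 1.84e-06), CALR (0.44) and PDIA6 (0.41). For epithelial genes, 5 of 6 members rose and 0 fell (5 and 0 over the list alone, adjusted p = 3.66e-05, adjusted p = 0.13 with an estimated correlation). These included KRT19 (0.74), KRT7 (0.51) and KRT8 (0.51). For matrix genes, 11 of 28 members rose and 3 fell (11 and 3 over the list alone, adjusted p = 0.0245, adjusted p = 0.221 with an estimated correlation). They included COL4A2 (0.88), COL5A1 (0.82) and SNAI2 (0.62). For ERK/MAPK targets, 9 of 23 members rose and 3 fell (10 and 4 over the list alone, adjusted p = 0.0444, adjusted p = 0.174 with an estimated correlation). Examples were EPHA4 (0.91), IER2 (0.43) and CCND1 (0.27). Of 12604 tested genes 4144 changed, 2025 up and 2119 down.

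In UMUC3 the GRWD1 siRNA lowered STMN1 from 6064 ± 514 to 1498 ± 64.5 (log2 fold change -2.01, adjusted p = 5.27e-05) and raised EIF4EBP2 from 208.3 ± 19.1 to 773.1 ± 7.32 (log2 fold change 1.89, adjusted p = 7.74e-05), which put the same question to another bladder line (n = 3 per group). SNORA79 (3.73), SNORA12 (2.58), SNORD13 (2.27), SNORD46 (2.21), SCARNA22 (2.03) and PTP4A3 (2.02) rose. Large falls beside GRWD1 were LINC00707 (-2.65), FBXO33 (-2.60), PTPRF (-2.26), KLF2 (-2.10) and PDLIM1 (-2.05). TP53 fell (-0.38, adjusted p = 0.0907), a call lost without knockdown A, B or C or scramble B (adjusted p = 0.178, 0.28, 0.262 and 0.191). CDYL (0.09, adjusted p = 0.661), IGF2BP2 (-0.17, adjusted p = 0.281) and IGF2BP3 (-0.19, adjusted p = 0.313) did not pass. MYC did not pass (-0.11, adjusted p = 0.872) but did without scramble A (-0.63, adjusted p = 0.0027).

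Interferon response genes fell in UMUC3 after GRWD1 silencing: 32 of 38 members fell and 0 rose (34 and 0 over the list alone, adjusted p = 5.72e-28, adjusted p = 0.0903 with an estimated correlation), including IFIT3 from 1136 ± 197 to 449.4 ± 23.7 (log2 fold change -1.32, adjusted p = 0.000651), OAS1 (-1.17) and RIGI (-1.10). ERK/MAPK targets fell, where 12 of 23 members fell and 1 rose (15 and 1 over the list alone, adjusted p = 7.14e-09, adjusted p = 0.0903 with an estimated correlation), including the growth factor gene HBEGF from 490.8 ± 78.2 to 171.5 ± 17.4 (log2 fold change -1.51, adjusted p = 0.000564), DUSP6 (-1.53) and FOSL1 (-1.197). Mitotic genes rose, unlike in J82, as 14 of 42 G2/M genes rose and 1 fell (18 and 1 over the list alone, adjusted p = 5.9e-05, adjusted p = 0.131 with an estimated correlation). Among them were CDC25C (0.74), AURKB (0.70) and CCNA2 (0.58). In the replication list 7 of 44 E2F genes fell and 2 rose (7 and 2 over the list alone, adjusted p = 0.0774, adjusted p = 0.408 with an estimated correlation), as in J82, a call lost without knockdown A or scramble B (adjusted p = 0.162 and 0.189). Of 12523 tested genes 2296 changed, 1085 up and 1211 down. Without scramble A 3850 were called, 1902 up and 1948 down, 2239 shared with the full set. Without knockdown A, B or C 833, 845 and 828 were called.

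With the IGF2BP1 siRNA, which lowered IGF2BP2 more clearly than IGF2BP1, HAND1 mRNA in J82 fell from 150.7 ± 18.9 to 3.798 ± 0.479 (log2 fold change -4.98, adjusted p = 1.12e-10) and EI24 from 980.3 ± 63.5 to 149.9 ± 34.3 (log2 fold change -2.72, adjusted p = 5.15e-11) (n = 3 per group). The question was which mRNAs changed when this RNA-binding protein was targeted. Other large falls were UNC5B (-3.85), PLSCR4 (-2.52), LIMS1 (-2.45), MPV17L2 (-2.36) and CFL2 (-2.32). HMGA2, which encodes a chromatin protein, rose from 149.7 ± 13.7 to 574.8 ± 63.9 (log2 fold change 1.93, adjusted p = 3.36e-10), with KRTAP2-3 (2.99), SLC22A23 (2.39), PSG8 (2.08), ENSG00000260604 (2.02), FLG (1.92) and CXADR (1.89). TP53 fell (-0.45, adjusted p = 0.0353), a call lost without knockdown A, knockdown B, scramble A or scramble B (adjusted p = 0.11, 0.136, 0.181 and 0.13). CDYL (-0.10, adjusted p = 0.425), GRWD1 (0.07, adjusted p = 0.633) and MYC (0.13, adjusted p = 0.581) did not pass.

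Lysosomal genes rose in J82 with the IGF2BP1 siRNA: 19 of 24 members rose and 2 fell (19 and 2 over the list alone, adjusted p = 3.91e-06, adjusted p = 0.0903 with an estimated correlation), including PSAP from 3130 ± 32 to 4783 ± 134 (log2 fold change 0.61, adjusted p = 1.09e-06), HEXB (0.62) and GNS (0.61). Cytokine genes fell, where 13 of 23 members fell and 1 rose (13 and 1 over the list alone, adjusted p = 0.00016, adjusted p = 0.128 with an estimated correlation), including BIRC3 from 534.8 ± 6.76 to 228.3 ± 9.75 (log2 fold change -1.23, adjusted p = 7.78e-09), CXCL1 (-1.37) and NFKBIA (-0.84). Of the mitotic genes 23 of 42 members fell and 2 rose (25 and 3 over the list alone, adjusted p = 0.00263, adjusted p = 0.131 with an estimated correlation). These included PLK1 (-0.89), ECT2 (-0.58) and BIRC5 (-0.46). Of the replication genes 19 of 44 members fell and 2 rose (22 and 2 over the list alone, adjusted p = 0.00894, adjusted p = 0.104 with an estimated correlation), including MCM2 from 3039 ± 51 to 1694 ± 143 (log2 fold change -0.85, adjusted p = 8.16e-08), DHFR (-0.98) and RRM2 (-0.59). For NRF2 targets, 10 of 18 members fell and 3 rose (10 and 4 over the list alone, adjusted p = 0.0154, adjusted p = 0.254 with an estimated correlation). They included AKR1C1 (-1.08), AKR1C3 (-1.04) and TXN (-0.98). For ribosomal proteins, 21 of 50 genes fell and 0 rose (21 and 0 over the list alone, adjusted p = 0.0351, adjusted p = 0.55 with an estimated correlation), with RPL19 (-0.73), RPS5 (-0.63) and RPS18 (-0.51), and the call was lost without knockdown B or scramble B (adjusted p = 0.109 and 0.12). Of 12922 tested genes 5362 changed, 2520 up and 2842 down.

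In UMUC3, where few IGF2BP1 reads were counted, the IGF2BP1 siRNA lowered EI24 from 2327 ± 341 to 235.4 ± 13.9 (log2 fold change -3.29, adjusted p = 4.38e-06) and EMP1 (-3.23) (n = 3 per group). ITGB1, an integrin gene, fell from 1316 ± 338 to 190.9 ± 28.1 (log2 fold change -2.76, adjusted p = 3.19e-05), the serine-synthesis gene PSAT1 from 758 ± 199 to 103.1 ± 14.7 (log2 fold change -2.84, adjusted p = 3.21e-05), and HBEGF from 488 ± 79.8 to 71.52 ± 1.73 (log2 fold change -2.74, adjusted p = 1.41e-05), with GFPT2 (-2.91) and PCLAF (-2.76). Rises were KRTAP2-3 (3.08), RN7SK (2.81), SNORD46 (2.79), SNORD13 (2.67), SNORA79 (2.50), VSTM1 (2.19) and MAPK8IP2 (2.18). TP53 fell (-0.67, adjusted p = 0.00474). CDYL rose (0.35, adjusted p = 0.037), a call lost without knockdown A or C (adjusted p = 0.153 and 0.149), and GRWD1 rose (0.46, adjusted p = 0.0971), a call lost without knockdown A, B or C or scramble C (adjusted p = 0.237, 0.201, 0.219 and 0.122). MYC did not pass (0.83, adjusted p = 0.128) but did without scramble A (0.31, adjusted p = 0.0761) or scramble C (1.202, adjusted p = 0.0358).

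Replication genes fell in UMUC3 with the IGF2BP1 siRNA: 34 of 44 E2F genes fell and 0 rose (34 and 0 over the list alone, adjusted p = 3.79e-12, adjusted p = 0.0903 with an estimated correlation), including MCM2 from 674.4 ± 107 to 191.8 ± 21.5 (log2 fold change -1.80, adjusted p = 7.62e-05), MCM3 (-1.13) and RRM2 (-0.85). Glycolysis genes fell, as 16 of 26 hypoxia and glycolysis genes fell and 0 rose (17 and 1 over the list alone, adjusted p = 1.86e-08, adjusted p = 0.0903 with an estimated correlation), including HK2 from 392.5 ± 36.2 to 95.85 ± 10.1 (log2 fold change -2.02, adjusted p = 3.21e-05), LDHA from 6112 ± 718 to 2418 ± 41.6 (log2 fold change -1.33, adjusted p = 9.53e-05) and BNIP3L (-1.81). Lysosomal genes rose, where 11 of 22 members rose and 0 fell (12 and 0 over the list alone, adjusted p = 0.000124, adjusted p = 0.124 with an estimated correlation). Examples were SQSTM1 (0.90), NPC2 (0.87) and HEXB (0.66). For ATF4 genes, 12 of 28 members fell and 3 rose (13 and 4 over the list alone, adjusted p = 0.00283, adjusted p = 0.214 with an estimated correlation). Among them were PSAT1 (-2.84), MTHFD2 (-1.69) and ASNS (-1.61). For ERK/MAPK targets, 11 of 23 members fell and 3 rose (11 and 4 over the list alone, adjusted p = 0.00297, adjusted p = 0.174 with an estimated correlation). These included HBEGF (-2.74), DUSP5 (-1.97) and CCND1 (-0.91). Of the IGF2BP targets 9 of 19 mRNAs fell and 3 rose (9 and 5 over the list alone, adjusted p = 0.0186, adjusted p = 0.228 with an estimated correlation). They included SRF (-1.003), CCND1 (-0.91) and HMGA1 (-0.88).

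The G2/M list passed in UMUC3 (12 of 42 genes fell) but not without knockdown A or scramble C (adjusted p = 0.104 and 0.119), and ribosomal proteins passed (14 of 50 fell) but not without knockdown A (adjusted p = 0.108). With an estimated correlation neither passed (adjusted p = 0.166 and 0.29). Of 12661 tested genes 4447 changed, 2069 up and 2378 down. Without scramble A, the library that stood apart, 5786 were called, 2769 up and 3017 down, 4271 shared with the full set. Without knockdown A, B or C 2649, 2658 and 2622 were called.

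FST, which encodes the activin antagonist follistatin, rose with the IGF2BP2 siRNA in J82 from 25.38 ± 6.3 to 287.4 ± 13.9 (log2 fold change 3.48, adjusted p = 4.38e-14), ANKRD1 from 678.8 ± 13.8 to 3522 ± 64.5 (log2 fold change 2.37, adjusted p = 7.33e-19) and the heme oxygenase gene HMOX1 from 474.3 ± 43 to 2347 ± 6.21 (log2 fold change 2.31, adjusted p = 1.45e-17) (n = 3 per group). The question was which mRNAs changed when IGF2BP2 was silenced. Other large rises were KRTAP2-3 (3.14), KRT34 (2.50), MMP3 (2.49) and IL1A (2.22). MAP1B, a microtubule-associated protein gene, fell from 8023 ± 327 to 1624 ± 83.6 (log2 fold change -2.31, adjusted p = 7.33e-19), with UNC5B (-2.73), HAND1 (-2.41), CFL2 (-2.32), TSPAN8 (-2.31), ENSG00000155130 (-2.28) and HOXC13 (-2.21). MYC rose from 90.26 ± 13 to 163.8 ± 8.87 (log2 fold change 0.86, adjusted p = 1.35e-05), TP53 fell (-0.52, adjusted p = 0.00248) and GRWD1 fell (-0.46, adjusted p = 0.000564). CDYL (0.14, adjusted p = 0.167) and IGF2BP1 (-0.09, adjusted p = 0.758) did not pass.

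Cholesterol synthesis genes fell in J82 with the IGF2BP2 siRNA: 17 of 24 genes fell and 3 rose (19 and 3 over the list alone, adjusted p = 3.29e-09, adjusted p = 0.0903 with an estimated correlation), including IDI1 from 1035 ± 58.1 to 387.4 ± 22.9 (log2 fold change -1.42, adjusted p = 3.66e-13), DHCR7 from 862.1 ± 80.3 to 342 ± 40.3 (log2 fold change -1.33, adjusted p = 3.1e-11) and FDFT1 (-0.85). Growth-factor targets rose, as 13 of 23 ERK/MAPK response genes rose and 2 fell (14 and 2 over the list alone, adjusted p = 6.06e-07, adjusted p = 0.0903 with an estimated correlation), including IER3 from 3365 ± 118 to 7558 ± 312 (log2 fold change 1.17, adjusted p = 1.33e-13), PHLDA1 (1.15) and JUN (0.98). Mitotic genes fell, where 27 of 42 G2/M genes fell and 2 rose (27 and 2 over the list alone, adjusted p = 2.9e-05, adjusted p = 0.0936 with an estimated correlation), including PRC1 from 1093 ± 44.3 to 621.8 ± 28.4 (log2 fold change -0.81, adjusted p = 1.69e-09), CDK1 (-0.80) and CDKN3 (-0.80). Interferon response genes rose, as 36 of 40 members rose and 0 fell (36 and 0 over the list alone, adjusted p = 1.16e-21, adjusted p = 0.273 with an estimated correlation), including ISG15 from 850.5 ± 143 to 2248 ± 200 (log2 fold change 1.41, adjusted p = 1.48e-11), RSAD2 (1.78) and MX1 (1.14). For cytokine genes, 15 of 24 members rose and 4 fell (15 and 4 over the list alone, adjusted p = 1.57e-05, adjusted p = 0.131 with an estimated correlation). Examples were IL1A (2.22), TNFAIP3 (1.76) and IL1B (1.76). For antigen presentation, 8 of 14 MHC class I genes rose and 0 fell (8 and 0 over the list alone, adjusted p = 0.0152, adjusted p = 0.23 with an estimated correlation). Among them were HLA-E (0.77), HLA-F (0.34) and TAP2 (0.32).

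For ATF4 targets, 15 of 28 members rose and 5 fell (16 and 6 over the list alone, adjusted p = 0.00428, adjusted p = 0.308 with an estimated correlation) in J82, with STC2 (1.10), CEBPB (1.08) and SLC3A2 (0.76). For ribosome biogenesis, 19 of 36 members rose and 3 fell (21 and 4 over the list alone, adjusted p = 0.00514, adjusted p = 0.104 with an estimated correlation). These included NOLC1 (0.76), SRM (0.40) and PA2G4 (0.36). The p53 targets passed only here, where 14 of 29 members rose and 3 fell (14 and 3 over the list alone, adjusted p = 0.00945, adjusted p = 0.236 with an estimated correlation), with GDF15 (1.84), GADD45A (1.14) and TRIM22 (0.74), while TP53 mRNA itself fell (-0.52). Of 12713 tested genes 5803 changed, 2885 up and 2918 down.

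In UMUC3 the IGF2BP2 siRNA lowered MAP1B from 3964 ± 202 to 702.3 ± 107 (log2 fold change -2.51, adjusted p = 3.02e-05) and GLO1 from 1224 ± 270 to 166.1 ± 19.5 (log2 fold change -2.86, adjusted p = 3.02e-05), the same question in another bladder line (n = 3 per group). Other large falls were ENSG00000117289 (-2.76), IGFBP5 (-2.66), S100A16 (-2.49), CFL2 (-2.48) and SMAP2 (-2.44). Rises were KRTAP2-3 (3.57), SNORD13 (3.24), MAPK8IP2 (3.12), SNORD46 (2.93), RN7SK (2.92), SNORA79 (2.88) and HAS3 (2.82). CDYL rose from 449 ± 11.9 to 646.9 ± 55.2 (log2 fold change 0.52, adjusted p = 0.01). MYC rose (0.998, adjusted p = 0.0823), a call lost without knockdown A, B or C or scramble B (adjusted p = 0.139, 0.214, 0.22 and 0.102). GRWD1 (-0.13, adjusted p = 0.66) and TP53 (-0.26, adjusted p = 0.194) did not pass. GRWD1 did without scramble A (-0.35, adjusted p = 0.0281) and TP53 without scramble C (-0.37, adjusted p = 0.082).

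Mitotic genes fell in UMUC3 with the IGF2BP2 siRNA: 26 of 42 G2/M genes fell and 0 rose (31 and 0 over the list alone, adjusted p = 7.7e-09, adjusted p = 0.0903 with an estimated correlation), including PRC1 from 550.1 ± 25.6 to 245.3 ± 14.4 (log2 fold change -1.16, adjusted p = 0.000287), CDK1 (-1.26) and BUB1 (-1.18). Replication genes fell, as 17 of 44 E2F genes fell and 1 rose (20 and 2 over the list alone, adjusted p = 8.3e-05, adjusted p = 0.0936 with an estimated correlation), including RRM2 from 929.2 ± 35.7 to 442.2 ± 24.4 (log2 fold change -1.07, adjusted p = 0.000289), MCM2 (-1.13) and ATAD2 (-0.97). Glycolysis genes fell, where 12 of 26 hypoxia and glycolysis genes fell and 1 rose (12 and 1 over the list alone, adjusted p = 1.57e-06, adjusted p = 0.0903 with an estimated correlation), including HK2 from 386.4 ± 34.8 to 144.6 ± 10.6 (log2 fold change -1.41, adjusted p = 0.000224), P4HA1 (-1.21) and PGK1 (-1.09). ATF4 targets rose, where 17 of 28 members rose and 1 fell (18 and 1 over the list alone, adjusted p = 5.72e-08, adjusted p = 0.104 with an estimated correlation), including CEBPB from 457.5 ± 70.9 to 1245 ± 40.1 (log2 fold change 1.45, adjusted p = 0.000224), ASNS from 461.4 ± 94 to 1177 ± 31.2 (log2 fold change 1.37, adjusted p = 0.000445) and SESN2 (1.29). For ribosome biogenesis, 13 of 36 members rose and 1 fell (13 and 1 over the list alone, adjusted p = 0.0225, adjusted p = 0.132 with an estimated correlation). They included RRP9 (0.70), PA2G4 (0.59) and WDR12 (0.53). Of 12488 tested genes 3884 changed, 1921 up and 1963 down. Without scramble A 5270 were called, 2678 up and 2592 down, 3727 shared with the full set. Without knockdown A, B or C 2256, 2200 and 2091 were called.

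Oxidative phosphorylation genes passed in 0 of 9 comparisons, with adjusted p from 0.146 in UMUC3 with the IGF2BP2 siRNA to 0.907. The IGF2BP target mRNAs did not pass with the IGF2BP2 siRNA in J82 (adjusted p = 0.409) or UMUC3 (0.907), nor with the IGF2BP1 siRNA in J82 (0.389).

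**Figure D2:**
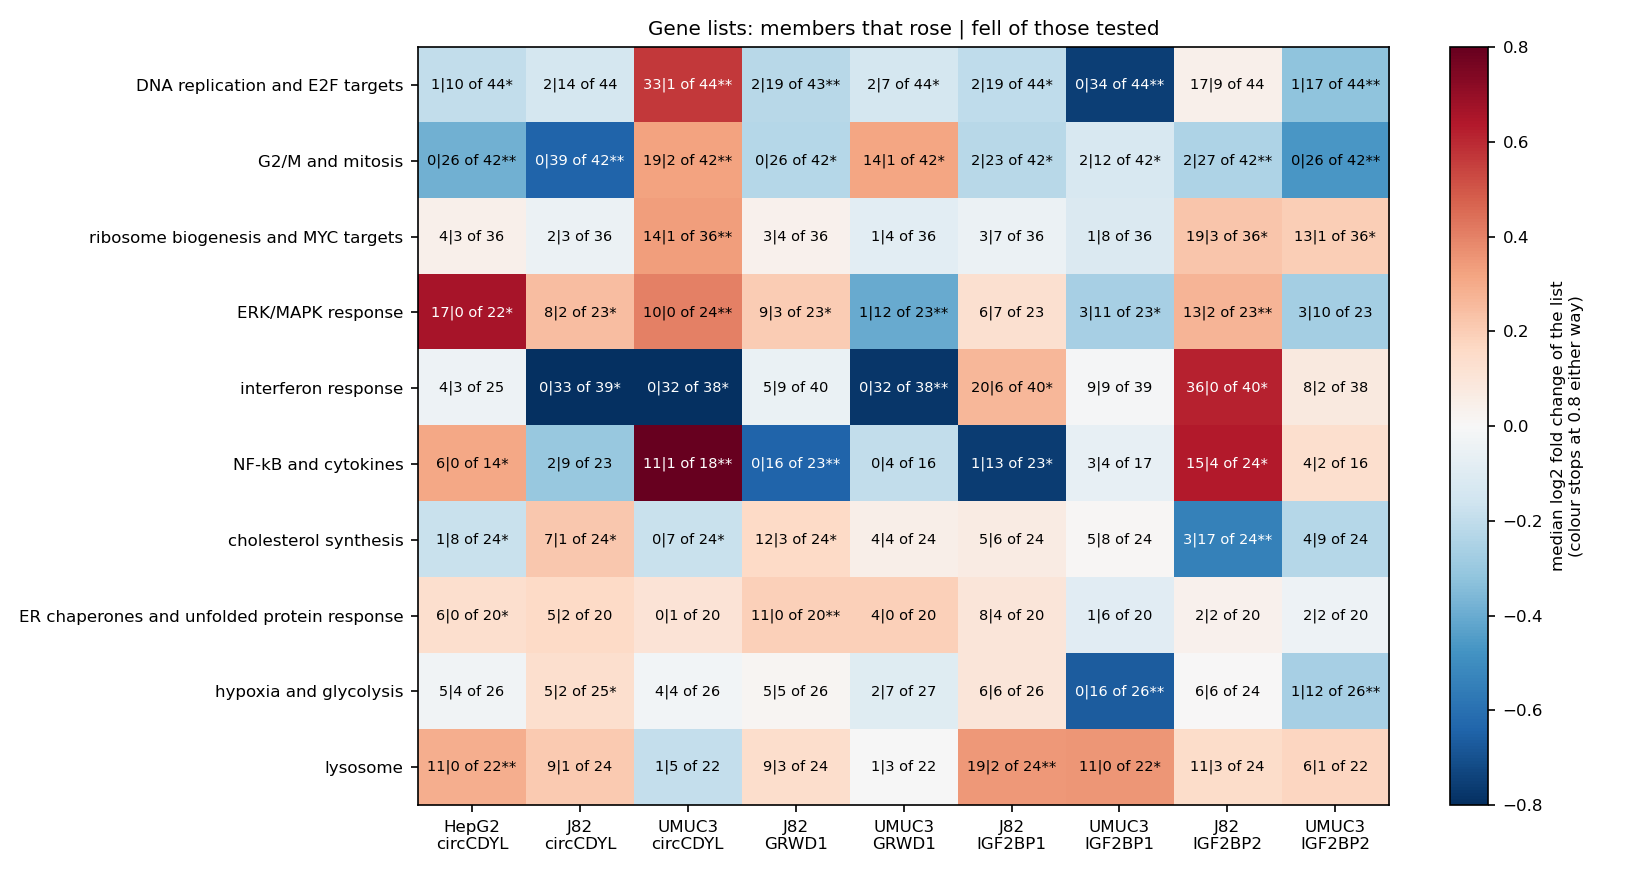
Median log2 fold change of gene lists (rows) in each comparison (columns), with colours stopping at 0.8 either way. Cell text gives members that rose and fell of those tested. Only lists that passed with the estimated correlation in at least 1 comparison are drawn. 1 star marks a pass with the preset correlation alone and 2 stars a pass with the estimated correlation as well (22). The 74 passes with the preset correlation include lists that are not drawn.

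**Figure D3:**
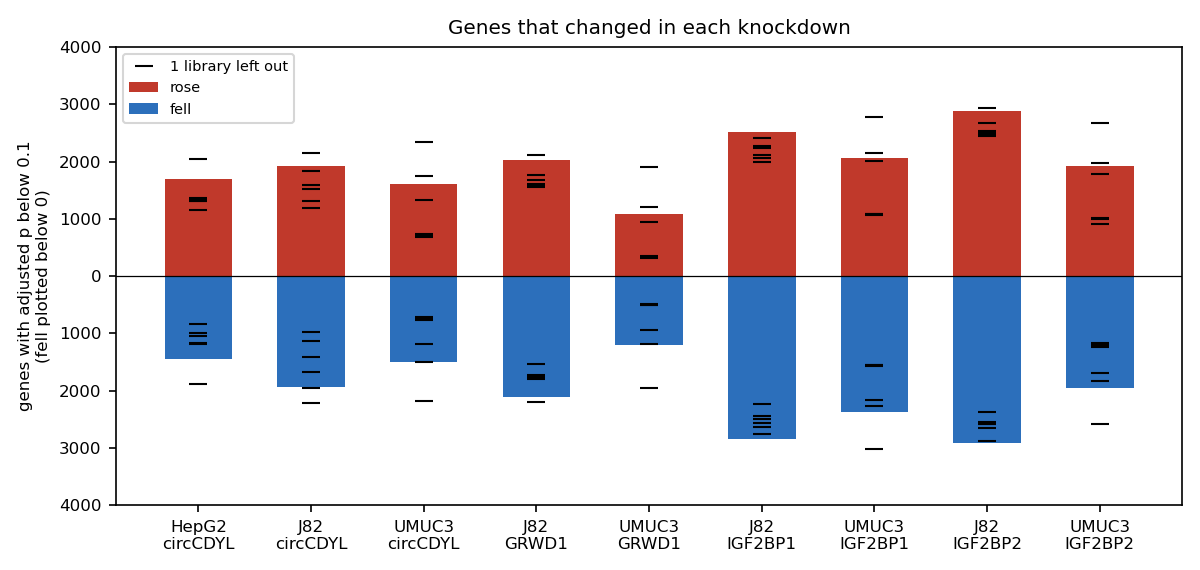
Number of genes called up and down (bars, genes) in each of 9 comparisons at adjusted p below 0.1, n = 3 libraries per group, with a tick for each call count after 1 library was left out. Calls ranged from 2296 with GRWD1 siRNA in UMUC3 to 5803 with IGF2BP2 siRNA in J82.

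Whether the lines answered a siRNA alike was asked by comparing calls between lines, which have separate scramble libraries. MAT2B, EI24 and GLO1 fell and EIF5A2, DUSP1 and IL11 rose with the circCDYL siRNA in all 3 lines. Their log2 fold changes in HepG2, J82 and UMUC3 were -1.25, -2.49 and -1.45 for MAT2B, -1.13, -1.70 and -1.25 for EI24, and -1.08, -2.30 and -1.83 for GLO1. They were 1.93, 1.602 and 2.18 for EIF5A2, 1.54, 1.66 and 1.80 for DUSP1, and 2.56, 1.78 and 1.32 for IL11. TRIB1 (1.52, 1.15, 1.21) and ENSG00000259758 (1.01, 1.01, 1.29) also rose, and the SSB pseudogenes SSBL5P (-1.43, -2.38, -1.67) and SSBL2P (-1.12, -2.17, -1.47) fell. Of 10355 genes tested in all 3 lines, 441 were called in each, 177 up throughout against 26.2 from independent calls, 155 down against 21.4, and 109 in mixed directions. The number alike moved from 332 to 175 without knockdown C of every line, 210 without knockdown B and 195 without scramble B of every line.

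Between pairs of lines, J82 and UMUC3 shared 1255 genes called with the circCDYL siRNA, 84.3% in the same direction (523 up against 223 from chance, 535 down against 218, Fisher's exact p = 5.24e-65). HepG2 and J82 shared 1130, 83.5% in the same direction (478 up against 210.4, 465 down against 192, Fisher's exact p = 1.1e-52). HepG2 and UMUC3 shared 848, 71.0% in the same direction (325 up against 191, 277 down against 138, Fisher's exact p = 5.97e-23). Across genes, which are not independent replicates, Pearson correlations of log2 fold changes were 0.36, 0.281 and 0.185 in that order, and Spearman correlations 0.304, 0.255 and 0.145.

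GRWD1 silencing raised EIF4EBP2 (1.69 in J82, 1.89 in UMUC3), CARNMT1 (1.76, 1.58), SNORD13 (1.51, 2.27), CDK6 (1.49, 1.80) and GALNT1 (1.59, 1.44) in both bladder lines. It lowered STMN1 (-2.93, -2.01), FBXO33 (-2.17, -2.60), HPRT1 (-2.20, -1.98) and TMEM9B (-1.77, -1.96). The lines shared 1265 called genes, 93.8% in the same direction (565 up against 168, 621 down against 193, Fisher's exact p = 1.66e-158, r = 0.508 across genes).

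The IGF2BP1 siRNA lowered EI24 (-2.72 in J82, -3.29 in UMUC3), LIMS1 (-2.45, -2.72), CFL2 (-2.32, -2.39), EMC7 (-2.29, -2.58) and PCLAF (-2.21, -2.76) and raised KRTAP2-3 (2.99, 3.08), AKIRIN1 (1.64, 1.43), SPTLC3 (1.76, 1.36) and GID8 (1.35, 1.43). The lines shared 2471 calls, 94.5% in the same direction (930 up against 357, 1406 down against 519.8, Fisher's exact p = 3.76e-182, r = 0.58 across genes). The IGF2BP2 siRNA raised KRTAP2-3 (3.14, 3.57), HMOX1 (2.31, 2.18), ADRB2 (1.92, 1.92), CAV2 (1.55, 1.85) and GPRC5A (1.5, 1.67) and lowered CFL2 (-2.32, -2.48), MAP1B (-2.31, -2.51), CRK (-2.19, -2.27), GLO1 (-2.02, -2.86) and SMAP2 (-1.77, -2.44). Those lines shared 2426 calls, 95.4% in the same direction (1105 up against 414, 1209 down against 427, Fisher's exact p = 5.55e-199, r = 0.609 across genes).

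Oncogenes called with the circCDYL siRNA rose more often than they fell in every line, and the difference from other genes passed in both bladder lines after adjustment over 3 tests. In UMUC3, where MYC, BCL2 and CDK6 rose, 11 rose and 2 fell (odds ratio 5.15, 95% interval 1.12 to 47.9, Fisher's exact p = 0.0233, adjusted p = 0.0699). In J82 15 rose and 6 fell (odds ratio 2.53, 0.927 to 7.99, Fisher's exact p = 0.0508, adjusted p = 0.0762). In HepG2 10 rose and 5 fell (odds ratio 1.72, 0.533 to 6.42, Fisher's exact p = 0.438). Without knockdown A the UMUC3 odds ratio was 4.22 (Fisher's exact p = 0.0593).

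Whether circCDYL, GRWD1 and IGF2BP siRNAs moved the same genes was asked within each bladder line. ELL2, an elongation factor gene, rose with all 4 siRNAs in J82 (1.58, 1.36, 1.42 and 1.35 for circCDYL, GRWD1, IGF2BP1 and IGF2BP2), as did HERPUD2, INPP5A, PRKAG2 and PTK2, while PLK4 (-1.21, -0.77, -0.76, -0.68), TRIM16L, ELK4, RAP2C and BRMS1L fell. In UMUC3 SNORA79 (2.59, 3.73, 2.498, 2.88), SNORD46, SCARNA22, SNORA12 and UQCC6 rose and RBM24 (-1.10, -1.73, -0.83, -1.05), KANK1, ABHD14B, ARRB1 and ENC1 fell. In J82 386 genes rose and 271 fell with all 4 siRNAs, against 12.8 and 18 from independent calls. Without scramble A 358 genes moved alike and without scramble B 430, instead of 657. In UMUC3 104 rose and 43 fell, against 3.22 and 4.63. That UMUC3 number moved from 147 to 42, 35 and 42 without knockdown A, B or C of every siRNA, to 280 without scramble A and to 267 without scramble C. All 4 comparisons of a line share 3 scramble libraries, which cannot be split with 2 per part, so part of these excesses can come from the shared scramble libraries.

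PAWR, DNAJC1, WASHC4, RNF121 and INPP5A rose in all 9 comparisons, among 16 genes that did so, and 0 genes fell in all 9. PAWR, which encodes a pro-apoptotic protein, rose by 0.64 in HepG2 and by 0.72 to 1.41 in the bladder comparisons. Of the genes that moved with all 4 siRNAs in J82, 64.3% had the same sign in HepG2, whose scramble libraries were others (370 of 575 tested), but the circCDYL siRNA was used on both sides. Of genes that moved with the other 3 siRNAs in J82, 53.2% had the same sign with circCDYL siRNA in HepG2 (531 of 999).

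In J82 the circCDYL siRNA shared 1807 called genes with the GRWD1 siRNA (823 up against 299.7 from chance, 726 down against 330.3), 2182 with IGF2BP1 (974 against 363, 854 against 439.5) and 2282 with IGF2BP2 (951 against 424, 826 against 454). The same direction was taken by 85.7%, 83.8% and 77.9% of these. Over all genes the same sign held for 64.8%, 66.7% and 63.6%, below or level with the 66.5%, 66.6% and 66.4% simulated for unchanged groups with shared scramble libraries, and correlations (0.412, 0.448 and 0.376) were below the simulated ones (0.496, 0.502 and 0.503). Covariances of log2 fold changes were 0.0785, 0.112 and 0.0894 beside 0.0248, 0.0264 and 0.0253 from the same simulation, where 0 genes were called in both in any run. GRWD1 and IGF2BP1 shared 2308 (81.8% in the same direction, 920 up against 386.5, 967 down against 480.2, covariance 0.0733 beside 0.0186). GRWD1 and IGF2BP2 shared 2473 (79.5%, 1003 up against 448, 963 down against 496, 0.066 beside 0.0177), and IGF2BP1 and IGF2BP2 3019 (80.4%, 1217 up against 548, 1210 down against 658, 0.104 beside 0.0189).

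In UMUC3 the circCDYL siRNA shared 875 called genes with GRWD1 (335 up against 134, 312 down against 147), 1311 with IGF2BP1 (425 against 248, 381 against 288) and 1399 with IGF2BP2 (611 against 240, 524 against 238). The same direction was taken by 73.9%, 61.5% and 81.1% of these. Over all genes the same sign held for 61.6%, 55.9% and 63.5%, below the simulated 66.7%, 66.6% and 66.7%, as were correlations (0.308, 0.195 and 0.418 beside 0.5, 0.499 and 0.499). Covariances were 0.0699, 0.0559 and 0.114 beside simulated values of 0.0269, 0.0269 and 0.0268. GRWD1 and IGF2BP1 shared 1095 (72.1%, 354 up against 168, 435 down against 232, 0.0694 beside 0.0268), GRWD1 and IGF2BP2 971 (72.6%, 369 up against 161, 336 down against 193, 0.0694 beside 0.0272), and IGF2BP1 and IGF2BP2 1759 (80.0%, 671 up against 299.7, 736 down against 378, 0.118 beside 0.0267). As in J82, part of the excess can come from the shared scramble libraries.

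Whether genes that fell carried siRNA seed matches was asked of 3' UTR words of 7 bases. Slopes had 3' UTR length and GC as covariates, whereas shares of genes with a word were not adjusted for them. The match of the circCDYL guide seed, GAAAGGA, had the most negative slope of all words in HepG2, J82 and UMUC3 (-0.11, -0.19 and -0.17 log2 units). It lay in 26.1% of fallen genes against 19% of the others in HepG2, 31.9% against 18% in J82 and 29.7% against 19.4% in UMUC3. Seeds of the listed GRWD1, IGF2BP1 and IGF2BP2 guides were not extreme in either line. Without adjustment their matches were somewhat more frequent among fallen genes in UMUC3 with IGF2BP1 (16.4% against 13.3%) and GRWD1 siRNA (8.02% against 6.06%). With the covariates the slopes in these 2 comparisons were -0.008 (t = -0.49) and -0.019 (t = -1.05). Other words led with these siRNAs, each as the most negative in both lines: GACTGTA with GRWD1, TGCCATT with IGF2BP1 and CTCAGTC with IGF2BP2. TGCCATT lay in 33.7% of fallen genes against 14.6% in J82 and in 38.0% against 14.7% in UMUC3. GACTGTA lay in 19% against 8.65% and 21.5% against 9.57%, and CTCAGTC in 21.2% against 9.55% and 24.7% against 10.2%. The word GAATATA had the most positive slope in all 4 J82 comparisons and in 3 of 4 in UMUC3, but not in HepG2. It lay in 37.7% of the genes that rose with all 4 siRNAs in J82 against 15.6% of the others, and in 60.2% against 16.2% in UMUC3.

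**Figure D4:**
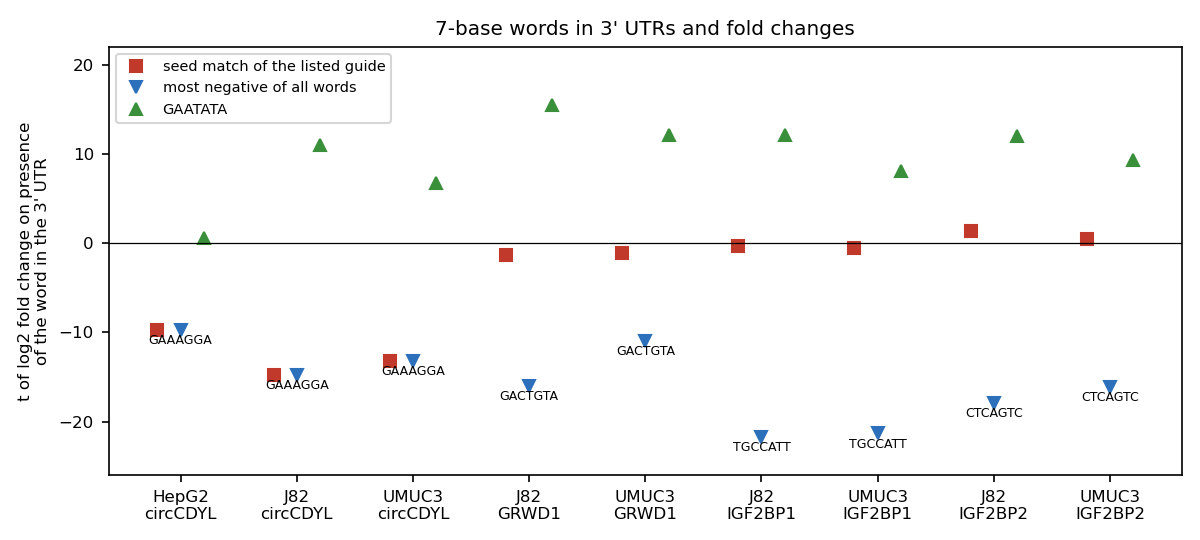
Slope statistics (t) of 3' UTR words of 7 bases in each comparison: the seed match of the listed guide, the most negative of all words and the word GAATATA, 1 point each. The circCDYL seed was the most negative word in all 3 lines (t = -9.71, -14.77 and -13.17), whereas other words led with the GRWD1, IGF2BP1 and IGF2BP2 siRNAs.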

Values the study reported

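For HepG2 cells the study gave 2233 differentially expressed genes after circCDYL silencing at a false discovery rate below 0.1, of which 1255 were up and 978 down. For UMUC3 it gave 2624 and for J82 3014. It stated that 976 genes were shared by the bladder lines and that 86% of those moved the same way (P < 2.2e-16, Fisher's exact test). PLA2G2A was stated to be up more than 19 times in HepG2 (P < 3e-218, Wald test). MYC was given P < 0.005 in UMUC3 and P = 0.2 in J82, and TP53 P < 8e-04 in both lines. By qRT-PCR in HepG2 the study gave P = 7.6e-05 for the fall of circCDYL and P = 0.061 for its parent gene. In the bladder lines the study described the knockdowns as efficient, of the 3 proteins by western blot and of circCDYL by qRT-PCR (P < 0.005, t-test). Overlaps between UMUC3 and J82 after GRWD1 silencing, and between circCDYL and IGF2BP1 or IGF2BP2 silencing, were each given P < 2.2e-16. It also stated that in the bladder lines circCDYL was over 180 times as abundant as IGF2BP1 mRNA and over 5 times as abundant as IGF2BP2 mRNA.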

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

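The tests of guides for another site of a target, of chance deviation in the shared scramble libraries, of the scramble word in the bladder lines and of 1 outlying scramble library were chosen only after the results they concern were seen. The other tests of explanations were set before the data were examined, apart from a requirement of at least 5 genes added later to the partial-match test.

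Some genes responded to the same siRNA differently by line (log2 fold changes in each, then difference). With circCDYL siRNA in HepG2 and J82, CAPZA1 (0.06, -1.77, difference 1.83), ITGA2 (2.18, 0.10, 2.08), ID1 (0.64, -0.98, 1.62), ASPH (1.05, -0.37, 1.42) and ABCA1 (-0.22, 1.81, -2.04) differed among 1927 genes. In HepG2 and UMUC3 L1CAM (2.30, -0.89, 3.20), TCF7 (difference 2.02), TIMP1 (1.95), MAP1B (1.71) and TIMP2 (1.64) differed among 2290. In J82 and UMUC3 PAPPA (difference 2.02), IGFBP5 (2.62), BIRC3 (-1.98), TUBA1A (1.53) and DDX60L (1.81) differed among 1714. With GRWD1 siRNA EMP1 (0.53, -1.38, 1.91), SERPINE1 (difference 1.71), SERTAD4 (1.80), NDRG1 (1.74) and ID2 (-1.68) differed among 574. With IGF2BP1 siRNA TMEM158 (difference 1.91), PAPPA (2.08), CDCP1 (1.56), RHOBTB3 (-1.14) and PORCN (2.56) differed among 1176. With IGF2BP2 siRNA EMP1 (1.19, -0.80, 2.0), TMEM158 (difference 1.59), PHLDA1 (1.15), HEG1 (1.0) and GLRX (1.21) differed among 877. Only the real split of 100 drawn reached each count (others at most 4, 5, 3, 3, 26 and 2). The others hold the difference in their spread, so cannot measure chance.

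Some gene lists differed between lines with the preset correlation, and no difference was tested with an estimated one. Named first are mainly lists that passed in both lines in opposite directions. With circCDYL siRNA, UMUC3 differed from HepG2 in E2F targets (adjusted p = 8.08e-17), G2/M genes (6.84e-16) and MHC class I genes (1.74e-05), and from J82 in G2/M genes (1.68e-37) and cholesterol synthesis (2.61e-06). HepG2 and J82 differed in cholesterol synthesis and in G2/M genes, which fell in both (0.000102 each). With GRWD1 siRNA J82 and UMUC3 differed in G2/M genes (1.64e-22) and ERK/MAPK targets (4.87e-17) but not in E2F targets (0.831).

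Reads outside genes were on average more frequent in all 8 bladder knockdown groups than in scramble libraries of the line (17.4 ± 1.3% in J82, 15.4 ± 1.4% in UMUC3, n = 3). In 5 groups every library lay above every scramble library, with means of 20.7% with circCDYL siRNA in J82, 20.3% and 17.6% with IGF2BP1 siRNA in J82 and UMUC3, and 20.3% and 17.2% with IGF2BP2 siRNA. The other means were 17.9% with circCDYL siRNA in UMUC3, and 19% and 16.1% with GRWD1 siRNA.

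Many genes fell with each siRNA, and seed repression could account for part of this with circCDYL: its seed match ranked within the lowest 0.00612% of words in all 3 lines, while its passenger-strand match ranked at 23.1, 0.391 and 10.5% (slopes -0.013 in HepG2, -0.048 in J82 and -0.023 in UMUC3). The listed GRWD1, IGF2BP1 and IGF2BP2 guides reached only 12.8, 27.7 and 86.3% in the less extreme line, so the listed seeds did not lead those falls, although matches were more frequent among fallen genes in UMUC3 with IGF2BP1 (16.4 against 13.3%) and GRWD1 siRNA (8.02 against 6.06%). Guides for another site of the target might lie behind them, for the leading words of IGF2BP1 and IGF2BP2 siRNA occur in those targets, but 38.8% and 25.5% of all words do as well, so this cannot be told apart. GACTGTA, which led with GRWD1 siRNA, is absent from GRWD1 transcripts, which hold 24.2% of words. Knockdown of the target remains possible for all of them, and whether the siRNAs used were those listed is not known.

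IGF2BP2 fell with the IGF2BP1 siRNA, and a partial match of 16 of 19 bases may be the reason, but the other genes with such matches did not fall (permutation p = 0.731). By the bound set beforehand this counts against it, as their medians were above those of other genes in both lines (0.134 and -0.015 in J82, 0.274 and 0.004 in UMUC3). Only 3 genes entered, so the test cannot decide, but the 67 and 71 genes with at least 15 matching bases did not fall as a group either (medians 0.070 and 0.178, permutation p = 0.94 and 0.994). Loss of IGF2BP2 might in turn explain changes with the IGF2BP1 siRNA: the covariance excess with the IGF2BP2 siRNA was 0.0913 in UMUC3, above circCDYL (0.029) and GRWD1 (0.0426), but in J82 it was 0.0851 beside 0.0856 and 0.0547.

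Genes that moved alike with all 4 siRNAs in J82 could reflect the shared scramble siRNA rather than the knockdowns. By the bound set beforehand the values went against this for all lines together, as no word was among the 1% most positive in all 9 comparisons (best at 1.9%), and in HepG2 GAATATA ranked at 22.2%. For the bladder lines it stays open: GAATATA, picked from these same data and not compared with the scramble sequence, stayed within 0.0183% of the most positive words in J82 and UMUC3 and was frequent among J82 genes that rose (odds ratio 3.28). Chance deviation of the scramble libraries cannot be told apart from this: of genes alike with 3 siRNAs in J82, 61.3 to 72.4% kept their sign with the fourth in UMUC3 (56.2% in the lowest group of falls), but 53.2% did with circCDYL siRNA in HepG2 (59.5% of rises and 46.8% of falls). In UMUC3 143 of the 147 genes alike stayed so without scramble A, so that library did not create them.

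For each knockdown the 6 libraries allow 10 splits, too few for a share under 0.05. Only the real split (1 of 10) gave calls. The others gave 0, but also hold the knockdown difference in their spread. List tests gave 74, and at most 54 in the others.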

How the results depend on the processing

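The edgeR, DESeq2, pseudocount, z and estimated-correlation alternatives were tests chosen only after the data were seen, as were left-out libraries, filters and blocks for differences, oncogenes, lists and genes alike. No named gene or list changed direction. Centring fold changes on their median did turn the majority of calls to rises in J82 (2095 of 3867 with circCDYL, 2157 of 4142 with GRWD1, 2753 of 5379 with IGF2BP1 and 2959 of 5784 with IGF2BP2) and to falls in UMUC3 with circCDYL (1633 of 3120). Of 495 named genes and lists, 424 kept their call in every alternative and 63 lost it in at least 1.

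Requiring an absolute log2 fold change above 1 as well left 497, 631 and 667 genes with circCDYL siRNA (HepG2, J82, UMUC3), 315 and 425 with GRWD1, 807 and 1019 with IGF2BP1, and 679 and 830 with IGF2BP2. By construction fewer genes pass a stricter rule. At adjusted p below 0.05 UMUC3 gave 1966 with circCDYL and 1336 with GRWD1. DESeq2 gave 2721 for GRWD1 in J82, and the cause was not tested.

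Leaving out 1 library moved calls from 1984 to 3926 (HepG2 circCDYL), 2172 to 4367 (J82 circCDYL), 1397 to 4531 (UMUC3 circCDYL), 828 to 3850 (UMUC3 GRWD1), 2622 to 5786 (UMUC3 IGF2BP1) and 2091 to 5270 (UMUC3 IGF2BP2). The highest values came without the library that stood apart, and the cause of the others was not tested.

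Differences between lines, with the same replicate left out of both lines at once, ran from 869 to 1950 (circCDYL, HepG2 and J82), 1291 to 2560 (HepG2 and UMUC3), 766 to 1412 (J82 and UMUC3), 113 to 853 (GRWD1), 341 to 1305 (IGF2BP1) and 271 to 1202 (IGF2BP2). At adjusted p below 0.05 they were 1244, 1512, 962, 265, 654 and 510. A z of the separate fits gave 2709 (circCDYL, J82 and UMUC3), 1153 (GRWD1), 1993 (IGF2BP1) and 1647 (IGF2BP2). The cause was not tested.

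Replicate letters did not pair: 3 of 27 same-letter correlations exceeded 0.1 and 7 of 27 knockdown libraries were closest to their own letter. A replicate block moved the GRWD1 difference to 277 and no other count by more than 1.5 times.

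List tests passed 74 times, but 22 times with an estimated correlation, 53 at a preset 0.05, 65 at adjusted p below 0.05 and 110 with DESeq2 statistics. The oncogene odds ratio in UMUC3 ran from 4.22 (Fisher's exact p = 0.0593) to 9.82 over left-out libraries and was 4.26 at adjusted p below 0.05 (Fisher's exact p = 0.066). The passenger strand of the circCDYL siRNA gave slopes of -0.013 in HepG2, -0.048 in J82 (rank 0.391%) and -0.023 in UMUC3.

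Genes alike with circCDYL in 3 lines ran from 175 to 270 when the same replicate was left out of every line, with 202 at adjusted p below 0.05 and 19 with log2 fold change above 1. With all 4 siRNAs in J82 they ran from 358 to 677, with 402 (DESeq2), 434 (adjusted p below 0.05) and 23 (log2 fold change above 1). In UMUC3 they ran from 35 to 280, with 222 (edgeR without filter), 76 and 15. The cause was not tested.

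The authors' own tables, from which the design meant to take filtering and Wald statistics, were not used here. DESeq2 on recovered reads stood in for them, and its circCDYL counts were close to those quoted from the study. The planned filterByExpr was run with edgeR on recovered reads only.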

Other observations

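No observation below rests on tests chosen only after the result was seen, except where the scramble word or an estimated correlation is used.

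With circCDYL siRNA HMMR and 25 more G2/M genes fell in HepG2 and 39 of 42 in J82, but 19 rose in UMUC3. Interferon genes fell in both bladder lines (33 of 39 and 32 of 38, adjusted p = 0.176 and 0.112 with an estimated correlation) but not in HepG2 (3 of 25). In HepG2 SQSTM1, CTSB, FTL and SLC7A11 rose and FGB, APOC3 and HPX fell. G2/M genes fell with every J82 siRNA (shared scramble libraries), and in UMUC3 rose with GRWD1 but fell with IGF2BP siRNAs.

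CDK6 rose with GRWD1 siRNA in both bladder lines (1.49 and 1.80) although E2F1 fell (-0.67 and -1.01). With IGF2BP1 siRNA PSAT1, MTHFD2 and ASNS fell in UMUC3, while ASNS rose there with IGF2BP2 siRNA (1.37).

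Linear CDYL mRNA fell with circCDYL siRNA in HepG2 (-0.41) and J82 (-0.67) but did not pass in UMUC3 (-0.17).

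As hypotheses, the circCDYL responses may be partly off-target, for its seed match ranked within 0.00612% in all 3 lines, and a different siRNA for the same junction would tell. Likewise rises with every siRNA in J82, where GAATATA led all words, may partly be repression by the scramble siRNA (sequence not in the sources). Untransfected cells would tell.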
